A study of Mus musculus with 6 samples. Its data were reported in "The long non-coding RNA Paupar regulates the expression of both local and distal genes" (2014).

How the data were processed

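Gene expression was measured in mouse N2A cells, an established neuroblastoma line, after transient transfection with either a non-targeting control vector or a short hairpin RNA vector directed against Pax6. RNA was collected 3 days after transfection of 1.5 µg of vector, and 200 ng of RNA per sample was labelled and hybridised to a whole-transcript mouse gene array on which most genes have a single probe set. There were 3 control and 3 Pax6 knockdown arrays. The labels describe them as biological replicates, so p-values measure the spread between these transfected cultures.

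The deposited values were log2 summaries per probe set. Per the study's methods, the authors applied RMA background correction and quantile normalization between arrays and made summary values for RefSeq and full-length mRNAs. They removed genes with consistently low expression and tested with limma. The versions, the annotation build and the height of that low-value filter were not given in the sources used here. Quantile normalization forces the arrays toward a common distribution, so a change in total RNA per cell cannot be seen, and RMA compresses differences near background. The table held 35556 probe sets with 0 missing values, and the medians of the arrays lay between 7.49 and 7.59 on the log2 scale. All columns of values belonged to samples of the design. The most probe sets with an identical value on any pair of arrays was 20, so no array was a copy of another. The number of arrays limits the precision.

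Probe sets were named through the platform annotation, whose symbols were checked through gene identifiers against a RefSeq table of assembly GRCm38.p6. There were 21789 probe sets with 1 gene symbol, 1621 with several and 12146 with none in that annotation. The identifiers of 21698 of the 1-gene probe sets were in the RefSeq table, and 0 symbols needed an update. Only probe sets with 1 symbol were used, and where a gene had several, the one with the highest mean over the 6 arrays was kept, which gave 19938 genes. A gene was tested if its value lay above the array-wide median of all probe sets on at least 3 of the 6 arrays, which left 11424 genes.

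Knockdown was compared with control by limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the log2 values, a two-sided moderated test and Benjamini-Hochberg adjustment over the tested genes. The threshold was a false discovery rate (FDR) of 10%, which is the study's. Fold changes are knockdown minus control on the log2 scale, with the standard error (SE) of the moderated fit. The 34 gene lists were written before the data were examined, but after the paper and part of its supplement had been read. The lists of endoplasmic reticulum, lysosome, class I antigen presentation, interferon response, circadian clock, TGF-beta and BMP genes, and of genes with Paupar-bound elements, overlap with themes or genes that the study picked on these samples. So do the lists of neurogenic transcription factor, differentiation, progenitor and synapse genes, and, through a comparison with its other knockdown, those of DNA replication, mitosis and histone modifier genes, so counts adjusted over any of these lists alone are not independent evidence. The list of genes described as PAX6 targets shares Mitf and Mab21l2 with that of genes with Paupar-bound elements, so the same limit applies. Lists with at least 5 tested members were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over 33 lists. The totals cover all of these, of which 1 is not reported here. Members were counted at 10% FDR over all genes and again adjusted over the list alone.

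Genes were named by a rule set before the data were examined. It took Pax6, then the 12 largest rises and 12 largest falls among genes past 10% FDR whose knockdown arrays all lay above or all below the control arrays. From each list it took up to 4 members past 10% FDR with the lowest adjusted p, or up to 2 with the lowest p where none passed. It also took the tested neighbours of Pax6 and the reference genes. Members named beyond this rule are said to be chosen after their values were seen.

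Control and knockdown samples share replicate numbers in the labels, which do not say what a number marks. Deviations from the group means correlated within each number, at 0.57 for replicate 1, 0.32 for replicate 2 and 0.23 for replicate 3 across tested genes, and each array correlated best with the other array of its number. All 3 values exceed 0.1, so the numbers were taken to pair the samples, and the fit with the replicate number as a block was run as an alternative. Control replicate 3 with knockdown replicate 2 also exceeded 0.1, at 0.178, so passing that threshold is not specific to a shared number. The pairing comes from the data and not from a stated batch or day.

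The procedure was tested on simulated values with the observed means and residual spreads of the 11424 genes of this comparison. Of 100 genes changed by 0.4 on the log2 scale, 55% were recovered at 10% FDR, and of 100 genes changed by 1 on that scale, 96% were. Of all calls there, 5.62% were false. Alternatives covered the low-value filter, a variance filter, the choice of probe set, array centring, a second quantile normalization, the replicate block, array weights, a trended robust prior, stricter thresholds, other list tests and leaving out arrays. No genome or transcript sequence was used here, so hairpin seed matches were not analysed here.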

Results

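The data are 6 whole-transcript arrays of mouse N2A neuroblastoma cells, 3 made from cells given a control hairpin vector without a target and 3 from cells given a hairpin vector against Pax6. PAX6 is a transcription factor of brain, eye and pancreas development. The comparison asks which transcripts change when Pax6 is reduced. Values are deposited log2 RMA summaries, and every difference below is knockdown minus control with n = 3 arrays per group.

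Pax6 itself, the targeted gene, was lower in every knockdown array. Its log2 values were 8.79, 8.82 and 8.81 in the control arrays and 8.48, 8.30 and 8.50 in the knockdown arrays. The means were 8.81 ± 0.017 (SD, n = 3) and 8.43 ± 0.11 (SD, n = 3). The log2 fold change was -0.38 (SE 0.071, 95% confidence interval -0.54 to -0.22, limma adjusted p = 0.0383), and the signal fell by 23.2%. The array measures transcript and not protein. The adjusted p ranged from 0.00239 to 0.454 over the alternatives, and it missed 10% FDR when control replicate 1, 2 or 3 (0.120, 0.180 and 0.141) or knockdown replicate 3 (0.126) was left out, and with the variance filter (0.143).

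With Pax6 included, 762 of 11424 tested genes changed at 10% FDR by limma, 319 higher and 443 lower in the knockdown. The changes were small, with a median absolute log2 fold change of 0.33 among the changed genes. Only 9 changed genes moved at least 2-fold, and all 9 were lower in the knockdown, while 0 rose that far. The knockdown arrays of all 762 lay wholly above or wholly below the control arrays, which selection by a small p favours. Of all tested genes, unselected, 25.6% did so, against 10% expected by chance for 3 against 3 independent arrays. Arrays of the same replicate number deviated together, so that 10% does not hold exactly here. With the replicate number as a block, 2042 genes passed, 1024 higher and 1018 lower, including all 762. With 5 arrays the count was 185, 51 and 159 without control replicates 1, 2 and 3, and 600, 1285 and 56 without knockdown replicates 1, 2 and 3. The excess of falls did not hold in every setting: 820 genes were higher and 465 lower without knockdown replicate 2, and 2639 were higher and 1600 lower with array weights.

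**Figure D1:**
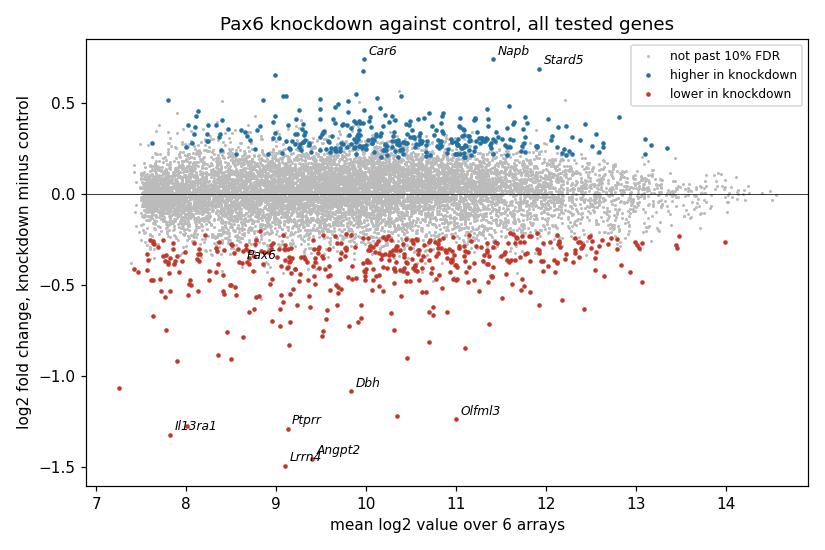
Log2 fold change (vertical axis, knockdown minus control) against the mean log2 value over the 6 arrays (horizontal axis) for the 11424 tested genes, with the 319 higher and 443 lower genes in colour. Falls reach -1.49 (Lrrn4) while the largest rise is 0.74 (Car6).

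Lrrn4, a leucine-rich repeat membrane protein, fell most, with a log2 fold change of -1.49 (SE 0.067, adjusted p = 0.000228). Angpt2, the vascular ligand angiopoietin-2, fell by 1.45 on the log2 scale (SE 0.12), and Il13ra1, a subunit of the interleukin-13 receptor, fell by 1.32 (SE 0.12). Ptprr, a receptor-type tyrosine phosphatase, fell by 1.29 (SE 0.094), Chst15, a chondroitin sulphate sulphotransferase, fell by 1.27 (SE 0.083), and the secreted glycoprotein gene Olfml3 fell by 1.23 (SE 0.067). Fxyd5, a regulator of the sodium pump, fell by 1.22 (SE 0.075), and Dbh, the enzyme that makes noradrenaline from dopamine, fell by 1.08 (SE 0.077). Prr9 fell by 1.06 (SE 0.19), Dnase2b by 0.92, Pld4 by 0.90 and Lgi1, a secreted neuronal protein gene, by 0.90. The knockdown means of Prr9 (6.72), Il13ra1 (7.16), Chst15 (7.37) and Dnase2b (7.44) lay below the array-wide median used as filter. RMA compresses differences near background, so the size and rank of these falls are less certain. Of these 12 genes, 11 stayed past 10% FDR by limma when any 1 of the 6 arrays was left out; Prr9 was lost without control replicate 1, 2 or 3 or knockdown replicate 3, with adjusted p up to 0.157.

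The rises were smaller. Car6, a secreted carbonic anhydrase, had a log2 fold change of 0.74 (SE 0.065, limma adjusted p = 0.00345), and Napb, a SNAP protein of membrane fusion, also reached 0.74 (SE 0.11). Stard5, a sterol-binding protein, rose by 0.69 (SE 0.081), Cdsn by 0.67 (SE 0.061) and Srxn1, which repairs oxidised peroxiredoxins, by 0.66 (SE 0.080). Trim66 rose by 0.55, 1700013F07Rik by 0.54, Ttc12 by 0.54 and Mamdc2 by 0.54. Ppp1r15a, the stress-induced phosphatase subunit that reverses translation arrest, rose by 0.53, Nrip2 by 0.52 and the G protein subunit Gng8 by 0.52. Of these 12 genes, only Car6, Stard5, Cdsn, Srxn1 and Mamdc2 stayed past 10% FDR whichever 1 of the 6 arrays was left out; each of the others was lost without knockdown replicate 3, all of those but Trim66 also without control replicate 2, and Gng8 also without control replicate 1 or 3 (adjusted p up to 0.180).

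**Figure D2:**
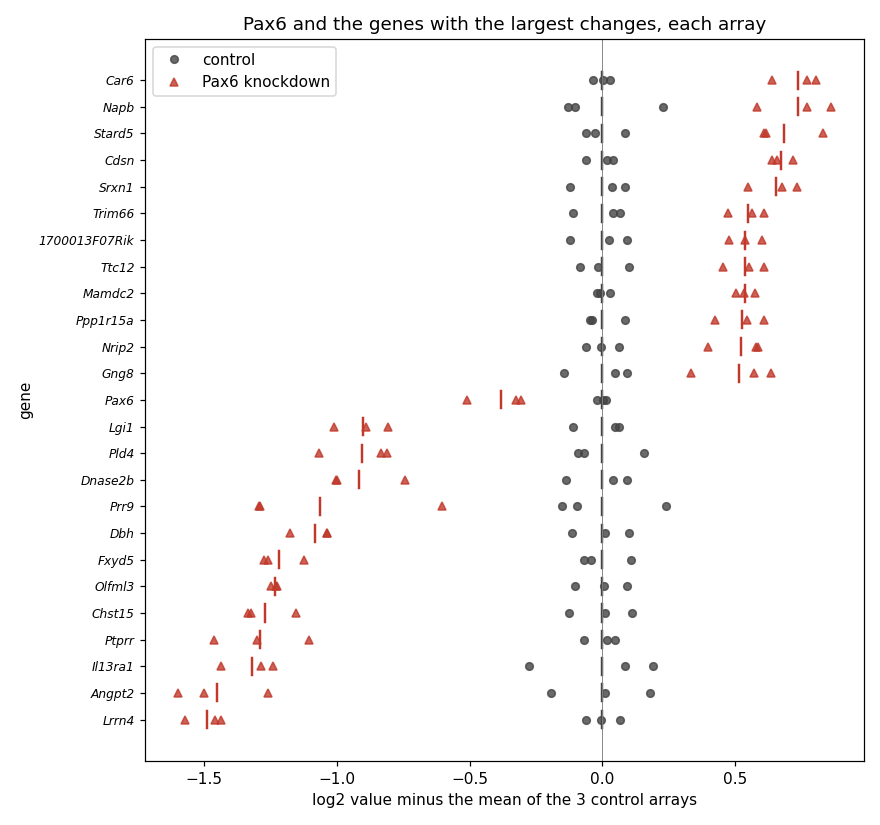
Log2 value of each array minus the mean of the 3 control arrays (horizontal axis) for Pax6, the 12 largest falls and the 12 largest rises (vertical axis); circles are control arrays, triangles Pax6 knockdown arrays and vertical ticks group means. The triangles of every gene shown lie to 1 side of its circles, and Pax6 (-0.38) moves less than any of the 24 other genes.

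Gene lists asked whether genes of known function moved together. With camera at its preset correlation, 15 of 33 lists shifted at 10% FDR, 12 lower and 3 higher. That test did not separate the groups from other divisions of the arrays: the other 9 splits of the 6 arrays gave between 7 and 18 shifted lists, while each gave 0 changed genes. With an estimated correlation 0 of 33 lists passed, and 3 had an unadjusted p under 0.05. Limma's fry called 9, of which 8 were among the 15. It asks whether a list changed at all, while camera compares a list with the other genes, so their counts answer different questions. Among those fry did not call were the endoplasmic reticulum (adjusted p = 0.191), autophagy (0.222), glycolysis and hypoxia (0.222), TGF-beta and BMP (0.155), ion channel (0.222) and WNT lists. The lists below are therefore described first by the genes in them that passed on their own. Most such genes lost their call when some array was left out: of 108 genes past 10% FDR that the naming rule took besides Pax6, 28 stayed past it without control replicate 2 and 27 without knockdown replicate 3. With the variance filter 57 of the 108 stayed past it, with no low-value filter 73, with the 25th percentile filter 82, and without both arrays of replicate 3 only 7.

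Of 33 tested integrin, cadherin and matrix genes, 15 fell, 0 rose and 18 did not pass. The falls included the collagen-binding integrin subunit gene Itga2 (-0.81, SE 0.075), the tetraspanin gene Cd9 (-0.44, SE 0.066), the proteoglycan gene Vcan (-0.48, SE 0.077) and the syndecan gene Sdc3 (-0.39, SE 0.067). Adjusted over the list alone, 22 were lower and 1 higher. The list shifted lower by camera (adjusted p = 7.54e-13; adjusted p = 0.135 with an estimated correlation). Axon guidance genes gave 9 falls and 1 rise among 34. The receptor gene Nrp1 fell by 0.84 (SE 0.069), the repellent ligand genes Slit2 and Slit3 fell by 0.53 (SE 0.066) and 0.42 (SE 0.057), and the ephrin receptor gene Ephb3 fell by 0.41 (SE 0.061), while Sema4d, chosen after its value was seen, was the 1 that rose, at 0.30. Adjusted over the list alone, 18 were lower and 2 higher, and the list shifted lower by camera (adjusted p = 9.21e-09; adjusted p = 0.430 with an estimated correlation). The replicate block gave 17 lower and 2 higher axon guidance genes. Itga2, Nrp1 and Slit2 kept their calls whichever array was left out. The others named by rule were lost without control replicate 2 or knockdown replicate 3, Vcan also without control replicate 3 and Sdc3 also without control replicate 1 (adjusted p up to 0.159).

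Among genes of the noradrenergic cell identity, 9 of 25 fell, 0 rose and 16 did not pass, and with the replicate block 12 were lower and 2 higher. Besides Dbh the falls included the nicotinic receptor subunit gene Chrna3 (-0.63, SE 0.061), the secretory granule gene Chgb (-0.48, SE 0.056) and the vesicular monoamine transporter gene Slc18a1 (-0.47, SE 0.071), all of which kept their calls whichever array was left out. Adjusted over the list alone, 12 were lower and 2 higher; camera gave adjusted p = 2.43e-07, and adjusted p = 0.272 with an estimated correlation. Neuronal differentiation markers were split, with 2 of 29 higher and 3 lower (camera adjusted p = 0.461): Syp, a synaptic vesicle protein gene, fell by 0.45, Nsg1 by 0.37 and Nrsn1 by 0.54, while Celf4 rose by 0.25 and Basp1, chosen after its value was seen, by 0.23. Adjusted over the list alone, 4 were higher and 4 lower. Neural progenitor genes gave 2 rises and 3 falls among 27 (adjusted p = 0.114), or 3 and 8 adjusted over the list alone, with falls of 0.65 in Ptn, 0.46 in Id2 and 0.30 in Id3 and rises of 0.26 in Msi1 and, chosen after its value was seen, 0.25 in Msi2. Of 23 neurogenic transcription factor genes 2 rose and 4 fell, or 4 and 4 adjusted over the list alone (camera adjusted p = 0.743, with a direction lower though the median was 0.028); Foxd1 rose by 0.37 and Zeb1 by 0.34, while Etv1 fell by 0.41 and Isl1 by 0.35, as did Tbx20 by 0.47 and St18 by 0.24, both chosen after their values were seen. Among these differentiation, progenitor and factor genes Ptn kept its call whichever array was left out, and the others named by rule were lost without control replicate 2 or knockdown replicate 3 and some also without control replicate 1 or 3 or knockdown replicate 1 (adjusted p up to 0.238), and Celf4 also after array centring (0.104).

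Synapse genes changed in both directions, with 4 of 38 higher and 5 lower, or 5 and 6 adjusted over the list alone (camera adjusted p = 0.490). The complexin gene Cplx1 rose by 0.44 (SE 0.058) and Apba1 by 0.39 (SE 0.072), beside Napb, against the fall in Syp. Chosen after their values were seen, Snap91 rose by 0.20, and Gria2 fell by 0.51, Vamp1 by 0.47, Syt7 by 0.35 and Syt1 by 0.25. Of 20 ion channel genes, Hcn2 rose by 0.41 and the sodium channel subunit gene Scn3b fell by 0.38, and adjusted over the list alone 1 was higher and 4 lower. The camera call for ion channels (adjusted p = 0.0948) was lost without control replicate 2 or 3 or knockdown replicate 1 or 3, with adjusted p up to 0.312, and after array centring (0.161) or a second quantile normalization (0.178). It was also lost with no low-value filter, the 25th or 75th percentile filter, the variance filter or the mean of probe sets, and gave adjusted p = 0.749 with an estimated correlation. No gene of these synapse and channel lists named by rule kept its call without control replicate 2 or knockdown replicate 3, Apba1 also lost it without control replicate 1, and Hcn2 without control replicate 1 or 3 (adjusted p up to 0.255).

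Of 57 tested lysosomal genes, 17 fell, 39 did not pass and 1 rose, which was Atp6v1a (0.21, chosen after its value was seen). The falls included the hydrolase genes Fuca1 (-0.48, SE 0.071), Galns (-0.43, SE 0.066), Ctsz (-0.45, SE 0.074) and Sgsh (-0.32, SE 0.054). There were 26 lower and 3 higher adjusted over the list alone, and camera gave adjusted p = 5.81e-10, or adjusted p = 0.513 with an estimated correlation. With the replicate block, 20 of 52 endoplasmic reticulum genes were lower and 4 higher. Without the block 6 fell and 3 rose, or 23 and 5 adjusted over the list alone. The translocon-associated subunit genes Ssr2 and Ssr4 fell by 0.43 (SE 0.068) and 0.36 (SE 0.058), while the rises were in the stress-response genes Trib3 (0.41, SE 0.056), Ppp1r15a and, chosen after its value was seen, Ddit3 (0.30, SE 0.056). The endoplasmic reticulum list shifted lower by camera (adjusted p = 3.92e-06; adjusted p = 0.742 with an estimated correlation). Both lists touch themes the study drew from these samples, so their counts adjusted over the list alone are not independent evidence. Of 35 autophagy genes 4 rose, 0 fell and 31 did not pass (10 higher and 1 lower with the replicate block), or 8 were higher and 1 lower adjusted over the list alone: the kinase gene Ulk1 rose by 0.51 (SE 0.067), Vps39 by 0.29, Map1lc3a by 0.27 and the cargo receptor gene Sqstm1 by 0.25 (camera adjusted p = 0.0135; adjusted p = 0.792 with an estimated correlation). Each of these lysosomal, reticulum and autophagy genes named by rule was lost without control replicate 2 or knockdown replicate 3, and some also without control replicate 1 or 3 or knockdown replicate 1 (adjusted p up to 0.233).

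Of 24 tested interferon-response genes, 7 fell, 0 rose and 17 did not pass, and with the replicate block 12 were lower and 1 higher. The falls included the DNA-sensing adaptor gene Sting1 (-0.54, SE 0.058), Usp18 (-0.61, SE 0.10), Oasl2 (-0.50, SE 0.086) and the transcription factor gene Irf7 (-0.53, SE 0.098). There were 10 lower and 1 higher adjusted over the list alone, and camera gave adjusted p = 6.12e-08 (adjusted p = 0.513 with an estimated correlation). Of 17 class I antigen presentation genes 3 fell and 0 rose, namely the peptide-trimming enzyme gene Erap1 (-0.50, SE 0.068), H2-M3 (-0.50, SE 0.081) and the peptide transporter gene Tap2 (-0.26, SE 0.066), or 6 lower and 0 higher adjusted over the list alone (camera adjusted p = 2.71e-05; adjusted p = 0.513 with an estimated correlation). Among class I genes the replicate block gave 8 lower and 0 higher. The study's own themes overlap with both lists, so these counts are not independent evidence of direction. Only Sting1 among these genes kept its call whichever array was left out. Irf7 was lost without control replicate 1 or 2, the others without control replicate 2 or knockdown replicate 3, Usp18 and H2-M3 also without control replicate 1, and Tap2 also without control replicate 1 or 3 or knockdown replicate 2 (adjusted p up to 0.262).

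Among 39 genes of TGF-beta and BMP signalling 10 fell and 3 rose, or 14 and 6 adjusted over the list alone, which is not independent of themes the study drew from these samples. The activin antagonist gene Fst fell by 0.61 (SE 0.091), Tgfb3 by 0.45 (SE 0.069) and Id2 by 0.46, while Tgfb1 rose by 0.33 (SE 0.072), as did Amhr2 by 0.41 and Smurf1 by 0.29, both chosen after their values were seen. The camera call (adjusted p = 0.0794) was lost with the replicate block (0.109), after array centring (0.116), with array weights, without both arrays of replicate 1, without control replicate 2 or knockdown replicate 1 (up to 0.306), and gave adjusted p = 0.742 with an estimated correlation. WNT genes gave 1 rise and 2 falls among 36, with Gsk3b at 0.26, Fzd7 at -0.41 and Dkk3 at -0.37, or 1 and 4 adjusted over the list alone. Their camera call (adjusted p = 0.0794; 0.792 as the adjusted p with an estimated correlation) was lost without control replicate 1 or 3 or knockdown replicate 3 (up to 0.159), and with the 25th or 75th percentile filter. Of 20 tested genes widely described as PAX6 targets, 3 fell and 0 rose: Optc (-0.59, SE 0.090), the pigment cell factor gene Mitf (-0.45, SE 0.064) and Mab21l2 (-0.36, SE 0.064). Adjusted over the list alone 4 were lower, and camera gave adjusted p = 0.0177 (adjusted p = 0.481 with an estimated correlation; 0.136 without knockdown replicate 1). Mitf and Mab21l2 are also on the list of genes with Paupar-bound elements, which the study chose partly on these samples. The counts of PAX6 targets are therefore not fully independent evidence. Of 14 genes whose Paupar-bound elements the study tested, 7 fell and 1 rose, which was E2f2 (0.23), or 8 and 1 adjusted over the list alone, with falls of 0.75 (SE 0.068) in Igfbp5, 0.45 in Mitf, 0.45 in Tgfb3 and 0.56 (SE 0.099) in Gas6. The study chose that list partly on these samples, so it is not independent evidence of direction (camera adjusted p = 0.000140; adjusted p = 0.481 with an estimated correlation). When single arrays were left out, Igfbp5 kept its call each time, Fst lost it without control replicate 2, and Mitf and Optc lost it without knockdown replicate 3. The others named by rule lost it without either of these arrays, and some also without control replicate 1 or 3 or knockdown replicate 1 (adjusted p up to 0.251).

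Of 47 mitosis genes 0 passed 10% FDR by limma, and 0 did adjusted over the list alone (camera adjusted p = 0.603); 1 of them had an unadjusted p under 0.05. The lowest p belonged to Cdc25b (0.21, SE 0.070) and Cenpf (0.16, SE 0.077). Of 47 DNA replication genes, Pold2 rose by 0.31 and Mcm2 by 0.21 and 0 fell, or 1 and 0 adjusted over the list alone (camera adjusted p = 0.490). Of 23 E2F, cyclin D and CDK inhibitor genes, E2f2 rose by 0.23 and Rb1 by 0.31, and 2 were higher adjusted over the list alone (camera adjusted p = 0.225). With the replicate block 1 mitosis gene was higher, DNA replication genes gave 4 higher and 3 lower, and E2F, cyclin D and CDK inhibitor genes gave 5 higher and 0 lower. The genes that passed there alone, beside Cdc25b, were Mcm6, Dut, E2f5, E2f6 and Ccnd3 among the higher and Tyms, Mcm10 and Ccne2 among the lower, chosen after their values were seen. Among 29 apoptosis and damage-response genes 2 rose and 3 fell, the same counts as adjusted over the list alone (camera adjusted p = 0.490): Gadd45a rose by 0.41, while Gadd45b and Gadd45g fell by 0.25 and 0.40 and Bcl2 by 0.36. Sesn2, chosen after its value was seen, was the other rise (0.27). The genes named by rule past the threshold here were lost without control replicate 1, 2 or 3 or knockdown replicate 3. Several of them were also lost without knockdown replicate 1, and Gadd45g without knockdown replicate 2. Their limma adjusted p in these runs reached up to 0.301. The calls of Mcm2 (0.152) and E2f2 (0.136) ended after array centring, that of E2f2 also after a second quantile normalization (0.121).

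Of 35 genes on the glycolysis and hypoxia list 4 rose and 2 fell, also adjusted over the list alone, while 8 were higher and 2 lower with the replicate block. The list includes Pigq (0.045, not past the threshold), which belongs to neither process. Ndrg1 rose by 0.39 (SE 0.062), Bnip3 by 0.32 and Egln1 by 0.29, and the prolyl hydroxylase gene P4ha2 fell by 0.36, beside Adm (0.38) and P4ha1 (-0.23), both chosen after their values were seen (camera adjusted p = 0.0194; adjusted p = 0.792 with an estimated correlation; 0.107 without control replicate 3, and lost with the 75th percentile filter). Of 19 clock genes 4 rose and 2 fell, or 5 and 5 adjusted over the list alone, which is not independent of the study's themes: Nfil3 rose by 0.43, Cry2 by 0.34 and Arntl by 0.41 while Nr1d2 fell by 0.44, beside Csnk1e (0.24) and Clock (-0.30), both chosen after their values were seen (camera adjusted p = 0.824). Among 50 histone modifier genes 3 rose and 1 fell, or 8 and 1 adjusted over the list alone (camera adjusted p = 0.114). The replicate block gave 10 higher and 2 lower. Hdac1 fell by 0.26, and Kmt5a, Hdac9 and Kdm4a rose by 0.25, 0.24 and 0.21. Of 23 cholesterol genes, Ebp fell by 0.27 and Sc5d by 0.40 and 0 rose, also adjusted over the list alone (camera adjusted p = 0.490, with a direction lower though the median was above 0). All of these genes named by rule were lost without control replicate 2 or knockdown replicate 3, many also without control replicate 1 or 3 or knockdown replicate 1 (adjusted p up to 0.302), and Kdm4a also after array centring (0.138).

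Among ribosomal protein, respiratory chain and small RNA machinery genes 0 passed by limma. None of 40 ribosomal protein genes passed (camera adjusted p = 0.186; 0 with an unadjusted p under 0.05), with values of 0.12 for both Rpl22 (SE 0.058) and Rpl13 (SE 0.059). None of 58 respiratory chain genes passed (camera adjusted p = 0.380; 1 with an unadjusted p under 0.05), where Ndufv1 had 0.19 (SE 0.081) and Cox5a 0.15 (SE 0.064). None of 14 genes that process microRNAs and hairpins passed (camera adjusted p = 0.282; 3 with an unadjusted p under 0.05), where Ago1 had 0.24 (SE 0.077) and Drosha 0.17 (SE 0.064). All 3 lists also gave 0 adjusted over the list alone. With the replicate block 3 small RNA genes were higher (Ago1, Drosha and, chosen after its value was seen, Prkra), and among respiratory chain genes 2 were higher and 1 lower (Ndufv1, Ndufa6 and Uqcrh, the latter pair chosen after their values were seen). The reference genes included Actb at 0.0049 (SE 0.054), Ppia at -0.0060 (SE 0.055), Ywhaz at -0.0096 (SE 0.056), Lmnb1 at 0.0092 (SE 0.081), Tbp at 0.017, Sdha at 0.031, Idh1 at 0.034, Pgk1 at 0.052 and B2m at -0.19 (SE 0.055, limma adjusted p = 0.115). Hprt, a common reference, rose by 0.26 (SE 0.058, adjusted p = 0.0572), so 1 of 10 changed, or 1 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.825). Its call was lost without control replicate 1, 2 or 3 or knockdown replicate 1 or 3 (adjusted p up to 0.235), while B2m passed after array centring (0.0937), after a second quantile normalization (0.0647) and with the replicate block (0.0685). Ribosomal protein genes shifted higher after a second quantile normalization (camera adjusted p = 0.0973). On the values as deposited, camera with an estimated correlation gave that list adjusted p = 0.792. Ago1 passed after a second quantile normalization (0.0717) and after array centring (0.0919).

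**Figure D3:**
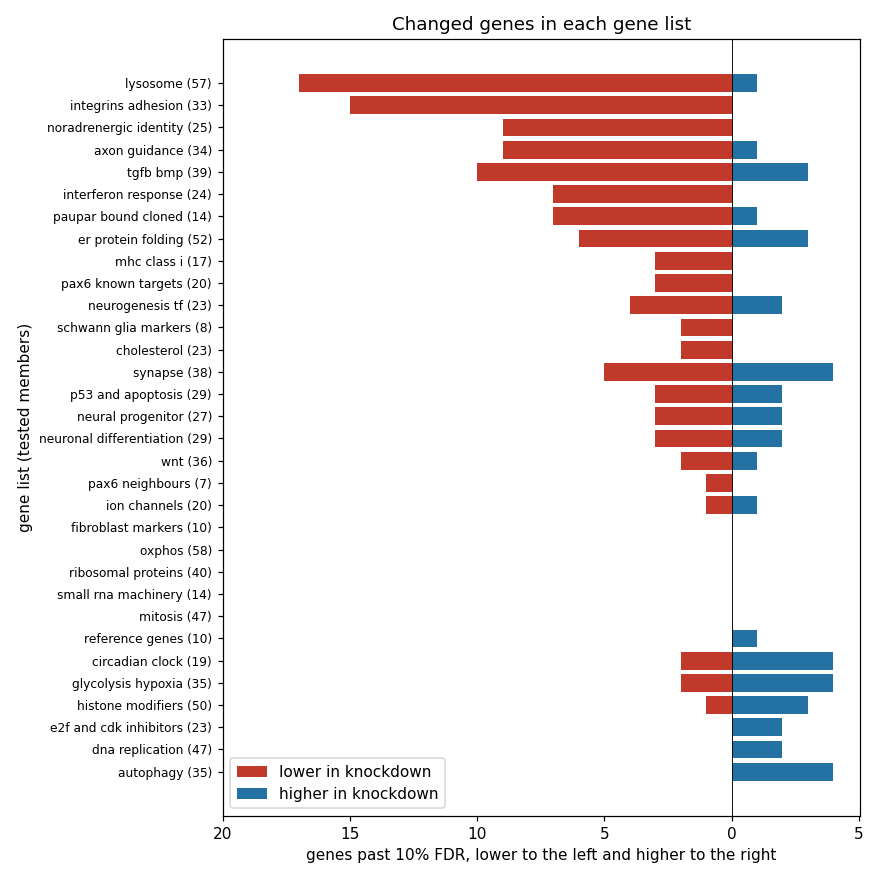
Number of genes past 10% FDR (horizontal axis, lower in knockdown to the left and higher to the right) in each gene list described here (vertical axis, tested members in brackets). Lysosomal genes have 17 falls and 1 rise and adhesion genes 15 falls and 0 rises, while mitosis, ribosomal protein, respiratory chain, small RNA machinery and fibroblast lists have 0.

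Among tested markers of other cell types, the only changed genes were 2 of the 8 Schwann cell and glial markers. Of 10 tested fibroblast markers 0 passed (camera adjusted p = 0.824; 1 with an unadjusted p under 0.05), or 1 higher adjusted over the list alone; Pdgfrb had 0.19 (SE 0.057) and Fn1 -0.090 (SE 0.072), and Pdgfrb passed after a second quantile normalization (0.0833). Of 8 Schwann cell and glial markers the neurotrophin receptor gene Ngfr fell by 0.37 (SE 0.067) and the myelin gene Pmp22 by 0.26 (SE 0.062). Both were bright, with control means of 12.15 and 14.12 on the log2 scale. Only 8 of the 17 such markers on the array passed the low-value filter. Whether these falls lie in N2A cells or in other cells was not tested. Adjusted over the list alone 2 were lower (camera adjusted p = 0.490, or 0.792 with an estimated correlation). The fry test called this list (adjusted p = 0.0984). Ngfr and Pmp22 were lost without control replicate 2 or 3 or knockdown replicate 3, and Pmp22 also without control replicate 1 (adjusted p up to 0.265). Of 16 leukocyte markers on the array, Cx3cr1 alone passed the low-value filter, at -0.049 (SE 0.058), and the list was not tested. Among the annotated neighbours of Pax6, 0 of 6 passed by limma: Elp4 had 0.27 (SE 0.14, adjusted p = 0.359, or 0.0466 with the replicate block), Dnajc24 0.21 (SE 0.10, adjusted p = 0.338, or 0.0587 with the block), Immp1l 0.15 (SE 0.084), Rcn1 -0.080 (SE 0.10), Dcdc5 -0.020 (SE 0.089) and Wt1 0.010 (SE 0.071). Counting Pax6, that list had 0 higher and 1 lower both over all genes and adjusted over the list alone (camera adjusted p = 0.974).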

Values the study reported

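The study reported that its hairpin vector lowered PAX6 protein in N2A cells by approximately 70%. It reported 925 genes with significant expression changes after Pax6 knockdown at an FDR below 10%.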

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

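Tests of a shared batch or day, of the control vector, of endoplasmic reticulum-bound transcripts, of normalization and of the hairpin seed were chosen after the results were seen. When all probe sets were tested together, 38 that the annotation leaves without a gene passed 10% FDR by limma, 10 higher and 28 lower in the knockdown, among 4523 tested. Another 21 that name several genes passed, 0 higher and 21 lower, among 838 tested. These probe sets are outside the gene comparison. The largest change among the unnamed ones was -0.59 on the log2 scale (SE 0.077).

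Arrays with the same replicate number deviated together. The lowest of the 3 correlations was 0.23. A batch or day shared by a number would give this, though the labels name none. These correlations are the pattern itself, so they cannot decide for that cause. Noise of dim probe sets is argued against by a lowest correlation of 0.459 among the genes above the 75th percentile of mean value. Uneven knockdown strength is argued against by a lowest correlation of 0.211 among the genes with the smallest changes, and control cells received no Pax6 hairpin. What the replicate number marks stays open.

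The changed genes of the interferon-response and class I lists were all lower in the knockdown arrays, 7 of 24 and 3 of 17, though neither list shifted with an estimated correlation (adjusted p = 0.513 for each). A difference between replicate pairs was not tested by the median shift of the interferon list, -0.145 or lower in each of the 3 pairs, because each pair holds an array of either group and its difference from the others cancels in the comparison. Fewer leukocytes in the knockdown cultures cannot be told apart from a change in N2A cells: without the low-value filter, leukocyte markers had a median of -0.0346 against -0.127 for the interferon list, a gap within 2 standard errors. Their levels were low (log2 7.84, 7.27 and 7.26 in the brightest, Cx3cr1, Cd68 and Cd3e). A response to the control vector stays open because there were 0 untransfected arrays. Lower PAX6 activity is the explanation the design names, and it was not tested apart from these.

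Falls outnumbered rises in the adhesion, axon guidance, lysosome and noradrenergic lists, though most members did not pass and 0 of the 4 list shifts held with an estimated correlation (adjusted p = 0.135, 0.430, 0.513 and 0.272). Between-array normalization cannot be told apart: it holds the median of all tested genes near 0 (0.0168 on the log2 scale), so a change in most other genes would leave these lists lower. The 4 lists kept their camera calls after array centring and after a second quantile normalization. Both settings again hold the arrays to a common level, so they cannot decide this either. Loss of transcripts translated at the endoplasmic reticulum cannot be told apart, since ion channel genes lay above the 4 lists by only 0.0884 (SE 0.0555). Of the members of the 4 lists 83.8% lay below 0, against 55% of ion channel genes. That gap leans against this explanation, but it was not tested and rests on 20 ion channel genes. An off-target effect of the hairpin seed stays open because the series holds 1 Pax6 construct. A PAX6-dependent change is also open and untested.

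Among the 10 splits of the 6 arrays, 1 gave as many changed genes as the real one (762), namely the real one itself, and the highest of the others gave 0, including the 3 others that part all pairs of equal number. For gene lists, 3 of the 10 splits gave as many shifted lists as the real one (15), and the highest of the others gave 18; those that part all pairs gave 11, 13 and 16. With 3 arrays against 3 no share under 0.05 can arise for either count. Each other split still has more knockdown arrays on 1 side than on the other. It therefore carries part of the knockdown effect, which also widens the spread within its sides and can lower its count of changed genes. So the counts of lists cannot tell genes moving together beyond the preset correlation from a diluted knockdown effect.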

How the results depend on the processing

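Leaving out both arrays of a replicate number, and the replicate block with an estimated list correlation, were chosen after seeing the data. The count of 762 changed genes moved to 245 with no low-value filter, 389 with the 25th percentile filter, 136 with the variance filter, 1204 after array centring, 1385 after a second quantile normalization, 2042 with the replicate block, 4239 with array weights, 314 at 5% FDR and 93 with a log2 change of at least 0.5. With all probe sets tested 424 passed, which count probe sets and not genes. The array weights ranged from 0.313 to 5.38, and their estimation stopped before it converged. Leaving out arrays gave from 7 to 1285 genes, with 140, 96 and 7 without both arrays of replicates 1, 2 and 3. Fewer arrays were tested there, and the cause of the other moves was not tested. The runs that left out arrays had no replicate block, so those without 1 array also unbalanced the replicate numbers. Pax6 kept its direction wherever it was measured, which excludes the 75th percentile filter. It lay between -0.42 and -0.31, also when arrays were left out, and it missed the threshold with the variance filter (-0.38), in 4 of the runs without 1 array, and without both arrays of replicates 1, 2 and 3 (adjusted p = 0.139, 0.135 and 0.454; the full range was 0.00239 to 0.454). Shifted lists numbered 0 with an estimated correlation and 0 with that and the replicate block, against 15, and from 13 to 17 when arrays were left out. Tested against no change by fry, which is a different question, 9 lists passed. Without both arrays of replicate 1 the TGF-beta and BMP list was lost, of replicate 2 the ion channel list, and of replicate 3 the ion channel, WNT and glycolysis lists. Over 2019 comparisons of 108 named genes past the threshold, 1388 kept the call, 631 lost it and 0 reversed. The arrays of these genes did not overlap between groups, so most settings could not reverse a direction. Only array centring, a second quantile normalization or the mean of probe sets could have. The absence of reversals and the kept direction of Pax6 are therefore weak evidence. The replicate block ended the call of the TGF-beta and BMP list, took Elp4, Dnajc24, B2m, Cdc25b, Ago1, Drosha, Ndufv1 and Pdgfrb past the threshold, and changed no other call of a gene named by rule or of a list fixed beforehand. Signal over background limits genes near the array median.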

Other observations

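The tests of the 4 lists below were chosen after the results were seen. Each list was written after some of its members had been noticed in the values or read in the study. A first run with all members gave camera adjusted p = 5.85e-05 for the stress response and 0.00311 for NRF2 targets. It gave 0.00907 for cytokine receptors and 5.88e-05 for G proteins. With an estimated correlation the adjusted p values were 0.239, 0.166, 0.341 and 0.166 in that order. That run counted the genes that prompted the tests. Those members were therefore removed and the tests run again: Ddit3, Trib3, Ppp1r15a, Sesn2 and Gadd45a; Srxn1; Il4ra, Il13ra1 and Il27ra; and Gng2, Gng3 and Gng8. Il4ra, an interleukin-4 receptor subunit gene, fell by 0.62 on the log2 scale (SE 0.062, limma adjusted p = 0.00487), and Il17rd fell by 0.32 (SE 0.057). Wars, a tRNA synthetase gene, rose by 0.38 (SE 0.063), Gstm1 by 0.39 (SE 0.065) and Hmox1, the haem-degrading enzyme of oxidative stress, by 0.36 (SE 0.069). The G protein subunit gene Gnb5 rose by 0.32 (SE 0.068), Gng4 by 0.20 and the folate enzyme gene Aldh1l2 by 0.27. All of these genes were chosen after their values were seen.

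The hypothesis was that each whole group moved. By camera, the remaining 24 integrated stress response genes were higher (2 rose, 0 fell, adjusted p = 0.0114; adjusted p = 0.451 with an estimated correlation). The remaining 17 NRF2 target genes were higher (2 rose, 0 fell, adjusted p = 0.0154; adjusted p = 0.212 with an estimated correlation), and so were the remaining 18 G protein subunit genes (2 rose, 0 fell, adjusted p = 0.00707; adjusted p = 0.212 with an estimated correlation). The remaining 19 cytokine receptor and JAK-STAT genes did not pass (0 rose, 1 fell, adjusted p = 0.275; adjusted p = 0.678 with an estimated correlation). As these shifts did not hold with an estimated correlation, they are not shown to follow the knockdown. Camera at the preset correlation called up to 18 fixed lists in other splits of the arrays. Those splits carry part of the knockdown effect, so they cannot decide this.

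Around Pax6, within 25 annotated genes on either side in the GRCm38.p6 order, 11 genes were tested and 1 passed 10% FDR, with 4 passing with the replicate block. The 1 gene was Qser1, at 0.37 (SE 0.080, limma adjusted p = 0.0541), chosen after its value was seen. After the replicate number was removed, the leading principal component held 68.8% of the variance and parted the groups. Before that, the leading component held 40.2% and did not part them, while the next held 36.4% and did.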
